# Changes at the nuclear lamina alter binding of pioneer factor Foxa2 in aged liver

**DOI:** 10.1111/acel.12742

**Published:** 2018-02-27

**Authors:** Holly Whitton, Larry N. Singh, Marissa A. Patrick, Andrew J. Price, Fernando G. Osorio, Carlos López‐Otín, Irina M. Bochkis

**Keywords:** forkhead factors, Foxa2, heterochromatin, lipid metabolism, liver, nuclear lamina

## Abstract

Increasing evidence suggests that regulation of heterochromatin at the nuclear envelope underlies metabolic disease susceptibility and age‐dependent metabolic changes, but the mechanism is unknown. Here, we profile lamina‐associated domains (LADs) using lamin B1 ChIP‐Seq in young and old hepatocytes and find that, although lamin B1 resides at a large fraction of domains at both ages, a third of lamin B1‐associated regions are bound exclusively at each age in vivo. Regions occupied by lamin B1 solely in young livers are enriched for the *forkhead* motif, bound by Foxa pioneer factors. We also show that Foxa2 binds more sites in *Zmpste24* mutant mice, a progeroid laminopathy model, similar to increased Foxa2 occupancy in old livers. Aged and *Zmpste24*‐deficient livers share several features, including nuclear lamina abnormalities, increased Foxa2 binding, de‐repression of PPAR‐ and LXR‐dependent gene expression, and fatty liver. In old livers, additional Foxa2 binding is correlated to loss of lamin B1 and heterochromatin (H3K9me3 occupancy) at these loci. Our observations suggest that changes at the nuclear lamina are linked to altered Foxa2 binding, enabling opening of chromatin and de‐repression of genes encoding lipid synthesis and storage targets that contribute to etiology of hepatic steatosis.

## 1 INTRODUCTION

Increasing evidence suggests that regulation of heterochromatin at the nuclear envelope is a common mechanism underlying metabolic disease susceptibility and age‐dependent metabolic changes (Lopez‐Otin, Galluzzi, Freije, Madeo & Kroemer, 2016). A recent report implicated disorganization of heterochromatin at the lamina as a driver of human aging (Zhang et al., 2015). Mutations in *LMNA*, encoding the nuclear structural protein lamin A/C, result in disturbed nuclear architecture and cause the premature aging syndrome Hutchinson‐Gilford progeria (HGPS). Additionally, *LMNA* mutations lead to partial lipodystrophy, a condition associated with insulin‐resistant diabetes, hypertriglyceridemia, and hepatic steatosis (Shackleton et al., 2000). Multiple enzymes modulating covalent modifications to lysine 9 of histone 3 (H3K9), the mark associated with heterochromatin in lamina‐associated domains (Guelen et al., 2008), have been linked to fatty liver, hyperlipidemia, diabetes, and obesity (Picard et al., 2002; Sun et al., 2012; Tateishi, Okada, Kallin & Zhang, 2009; Villeneuve et al., 2008; Wang et al., 2013). We have recently implicated lamina‐associated factors Hdac3 and Srf in age‐dependent dysregulation of lipid metabolism in the liver (Bochkis, Przybylski, Chen & Regev, 2014). However, the mechanism relating chromatin disorganization at the nuclear lamina to metabolic defects is unknown.

Foxa2 is a member of the Foxa subfamily of winged‐helix/*forkhead* box (Fox) transcription factors comprised of three unlinked genes (*Foxa1, Foxa2, and Foxa3*) that share a highly conserved DNA‐binding domain (Friedman & Kaestner, 2006). The structure of Foxa *forkhead* box has been solved and resembles that of H1 histone (Clark, Halay, Lai & Burley, 1993). Foxa1 can bind and open compacted chromatin in vitro (Cirillo et al., 2002), while Foxa2 binds nucleosomal DNA in vivo (Li, Schug, Tuteja, White & Kaestner, 2011) and mediates nucleosomal depletion during differentiation (Li et al., 2012). Hence, Foxa proteins have been labeled as “pioneer” factors for their ability to bind highly condensed chromatin first, displacing linker histones, and enable access for subsequent binding of additional transcription factors (Zaret & Carroll, 2011). We also found that Foxa2 occupies considerably more regions in aged fatty liver, binding regions of decreased nucleosome occupancy at PPAR targets, and cooperating with PPAR receptors in regulation of gene expression changes that contribute to steatosis (Bochkis et al., 2014).

As we have suggested a relationship between lamina‐associated factors and age‐dependent decline of hepatic lipid metabolism (Bochkis et al., 2014), we set out to profile LADs using lamin B1 ChIP‐Seq to discover different genomic regions located at the nuclear lamina in young and old hepatocytes in an unbiased manner. While nuclei in young mice have a round shape, those in old mice exhibit nuclear lamina abnormalities (Andrew, Brown & Johnson, 1943; Jin et al., 2010). We find that although a large fraction of regions is bound by lamin B1 at both ages, a third of the domains are occupied by lamin B1 exclusively at each age. Regions bound by lamin B1 only in the young are enriched for the *forkhead* motif, bound by Foxa pioneer factors. Moreover, we show that binding of Foxa2 is increased in a progeroid laminopathy model, similar to increased Foxa2 occupancy in old livers, contributing to etiology of fatty liver and age‐dependent metabolic dysfunction. In old livers, additional Foxa2 binding is correlated to loss of lamin B1 and heterochromatin (H3K9me3 occupancy) at these loci. Together, our observations suggest that changes at the nuclear lamina are linked to altered Foxa2 binding, enabling opening of chromatin and de‐repression of genes encoding lipid synthesis and storage targets that contribute to development of hepatic steatosis.

## 2 RESULTS

### 2.1 Lamin B1 binds distinct domains in young and old livers

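Chromatin was prepared from livers of male mice aged 3 months (young) and 21 months (old) and immunoprecipitated with antibodies to lamin B1, H3K9me3 and H3K9me2, with 2 replicates for each antibody and age. The authors aligned the reads to the mouse genome (mm10) with BWA, removed duplicates, kept uniquely aligned reads and merged the replicates of each condition. Lamin B1 domains were then called with Epic in windows of 10 kb with a gap size of 3 windows. The H3K9me3 regions lie on the same 10 kb windows, and the methods text does not name their caller. The deposited lists give the position of each region without a signal or score, and 1 list per antibody and age was used for lamin B1 and H3K9me3. Because the replicates were merged before calling, no spread between replicates can be given for any of the values from these lists. H3K9me2 was not analysed here. Table S4 reports 88943202 aligned reads for lamin B1 in young and 59340254 in old livers, and 81831873 and 143802628 for H3K9me3. The age of each H3K9me3 list is known from its name alone. Regions were counted as shared when at least 1 bp overlapped. Counts were compared with 1000 random placements of the regions on their own chromosomes, with lengths kept and assembly gaps of at least 100 kb left out. Such a permutation test describes positions in the merged lists and does not measure variation between mice. Coordinates are given with the first base of a chromosome as 1, and genes are those of GENCODE vM21.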

As we have previously connected two lamina‐associated factors Hdac3 and Srf to dysregulation of lipid metabolism in aged liver (Bochkis et al., 2014), we decided to continue our investigation into the role of the nuclear lamina in metabolic dysfunction by profiling LADs in young and old livers using lamin B1 ChIP‐Seq (chromatin immunoprecipitation followed by sequencing, data merged from two replicates in each condition). Consistent with previous reports, nuclei in old livers are distorted and of irregular shape (Figure 1a, bottom panel), and aged hepatocytes accumulate lipids (Figure 1b, bottom panel, lipid droplets indicated by arrows). Lamina‐associated domains lack active histone marks and contain repressive H3K9me2 and H3K9me3 modifications (Guelen et al., 2008; Sadaie et al., 2013). 

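The top region of Figure 1c, on chromosome 4 from 146871271 to 147892241, holds a cluster of zinc finger genes. In young livers a lamin B1 domain was called there from 147390001 to 147620000, and an H3K9me3 region with the same start and end. The old lamin B1 domain extended from 147390001 to 147610000, and the old H3K9me3 region again matched the young one. A shorter lamin B1 domain, from 147230001 to 147260000, was called at both ages, within H3K9me3 regions of 50 kb in young and 120 kb in old livers. In the bottom region, on chromosome 8 from 71777720 to 71882785, the lamin B1 domain spanned 71810001 to 71860000 at both ages. H3K9me3 covered 69.3% of that region in young and 100% in old livers. Genomewide, 846 of 1624 young lamin B1 domains (52.1%) overlapped a young H3K9me3 region, against 763 with randomly placed H3K9me3 regions (two-sided permutation test, p = 0.002, the smallest p that 1000 placements allow). In old livers, 1020 of 1519 domains (67.1%) did, against 883 at random (same test and p). When an H3K9me3 region had to lie wholly inside the domain, the young count was 250 against 228 at random (same permutation test, p = 0.060), and the old count was 638 against 415.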

Lamina‐associated domains present in both young and old livers, enriched for chromatin marks H3K9me2 and H3K9me3, are shown in Figure 1c. We computed pairwise correlations for the replicates (Pearson R) that showed that replicates were similar (lamin B1 – 0.78 for young, 0.66 for old; H3K9me3 – 0.78 for young, for 0.79 old; H3K9me2 – 0.65 for young, for 0.64 old). Epic peak caller, a more efficient implementation of SICER domain‐calling algorithm (Xu, Grullon, Ge & Peng, 2014), was used to ascertain lamin B1 occupancy. 

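The young and old lamin B1 domains differed more in length than in number. The median domain was 200 kb long in young and 340 kb in old livers. Young domains covered 466 Mb, which is 17.6% of the genome without assembly gaps, and old domains covered 930 Mb (35.1%). The longest young domain lay on chromosome 10 from 94940001 to 97080000 and contained the transcription start sites of 11 protein-coding genes. Old domains covered 44.9% of it. The longest old domain, on chromosome 5 from 116100001 to 124650000, contained 126 such start sites, and young domains covered 46.4% of it. Without domains shorter than 50 kb, the covered length was 465.9 Mb in young and 929 Mb in old livers. The X chromosome, which makes up 6.20% of the genome, held 2 young domains and 1 old domain.

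**Figure D1:**
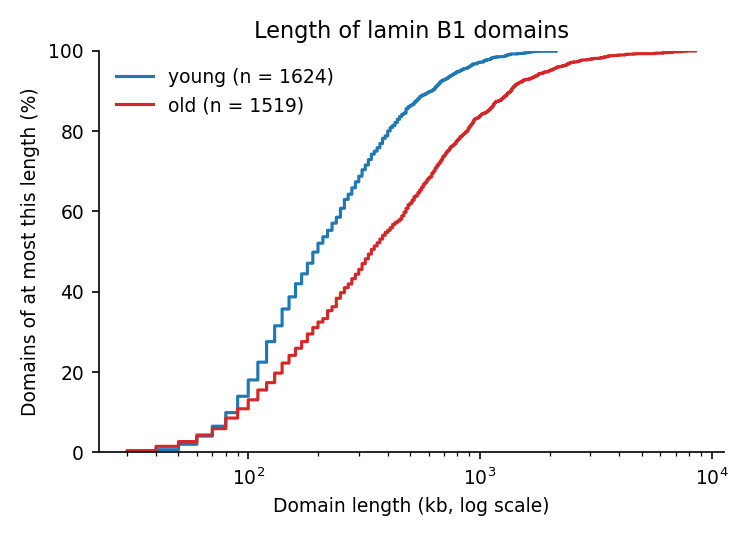
Cumulative distribution of lamin B1 domain length in young and old livers. The x-axis gives length in kb on a log scale and the y-axis the percentage of domains of at most that length; the medians are 200 kb in young and 340 kb in old livers.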

We found a similar number of lamin B1 domains in young and old hepatocytes (regions called by Epic, Figure 1d, 1,624 in young and 1,519 in old) in vivo. 

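Of the young lamin B1 domains, 1122 (69.1%) overlapped an old domain, against a mean of 799 (SD 16.9 between placements) when the young domains were placed at random (one-sided permutation test, p = 0.001, the smallest p that 1000 placements allow). The remaining 502 young domains (30.9%) had no overlap with an old domain. Counted from the old list, 927 domains (61.0%) overlapped a young one, 592 (39.0%) did not, and random placement gave 634. The counts from the lists differ because a long old domain can span several young ones. The paper gives 1022 shared domains in Figure 1d, which lies between the 1122 and 927 counted here. The setting that moved the shared count most was a reciprocal overlap of at least 50%, which left 312 shared domains against 103 at random. In base pairs, 332 Mb was bound at both ages, which is 71.2% of the young and 35.7% of the old covered length.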

Although a large fraction of regions is bound by lamin B1 at both ages, a third of lamin B1‐associated regions are bound exclusively at each age. Binding sites were mapped to nearby genes using GREAT (McLean et al., 2010). Majority of regions were located distally, 5 to 500 kb from the transcription start site (TSS) in both conditions (Figure 1e). 

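Distances were recomputed as the distance from the midpoint of each domain to the nearest transcription start site of any annotated gene. In young livers, 1246 of 1624 midpoints (76.7%, 95% Wilson interval 74.6 to 78.7%) lay 5 to 500 kb from a start site. In old livers the share was 1170 of 1519 (77.0%, interval 74.8 to 79.1%). Randomly placed domains gave 82.6% and 82.3%, more than the observed shares at either age (two-sided permutation test, p = 0.002 for each, the smallest p that 1000 placements allow). Within 5 kb of a start site were 23.3% of young and 23.0% of old midpoints, and none lay more than 500 kb away. The intervals cover counting error alone. The setting that moved the share most was the distance from the nearest edge of the domain in place of its midpoint, which gave 7.82% in young and 1.78% in old livers, against 13.1% and 8.90% at random. With protein-coding genes alone, the share was 81.1% in young livers, close to its random value of 80.4% (permutation test, p = 0.48), and 87.2% in old livers, above its random value of 80.5% (p = 0.002).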

A list of genes embedded within LADs at each age is provided in Table S1. 

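The copy of Table S1 used here lists 1622 of the 1624 young and 1517 of the 1519 old domains, so the genes were taken from the complete lists and the annotation. Start sites of 7905 protein-coding genes lay within young domains and of 13664 within old domains, out of 21951 genes. This is 17.0 start sites per Mb of young domain and 14.7 per Mb of old domain, while the genome has 8.27 per Mb. Randomly placed domains would contain 4154 start sites in young and 8432 in old livers (two-sided permutation test, p = 0.002 for each, the smallest p possible). At least 1 protein-coding start site was present in 1270 young domains (78.2%) and 1391 old domains (91.6%). Domains bound only in young livers had fewer genes, with 484 start sites or 5.94 per Mb, which is 0.735 times the random value. Those bound only in old livers had 2428 start sites, or 10.4 per Mb.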

We compared our results (LADs in young livers) with previously defined LADs in mice (Peric‐Hupkes et al., 2010). The overlap ranged from 42% with mESC data to 47% with MEF LADs. The overlap is reasonable considering reported genomewide correlation of 0.6 between mESC and other cell types (Peric‐Hupkes et al., 2010) and differences between DamID and ChIP‐Seq methods.

**Figure 1:**
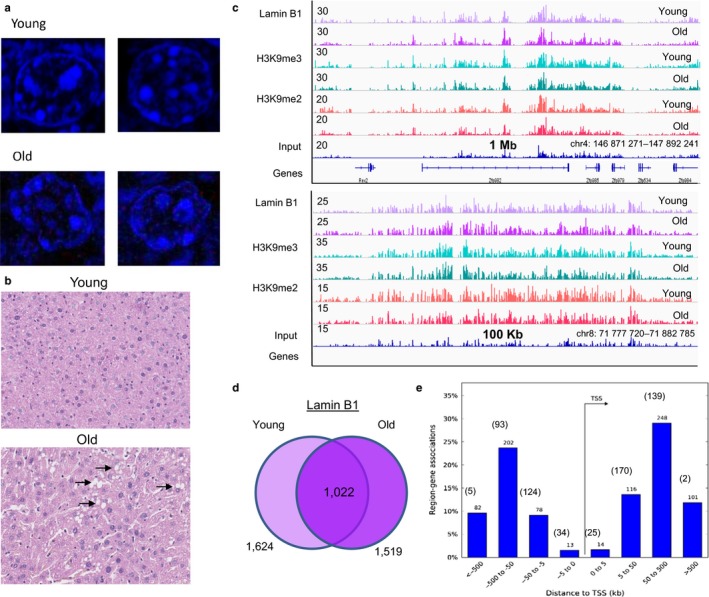
Lamin B1 binds distinct domains in young and old livers. (a) Nuclear immunofluorescence staining (Hoechst 33,258, 1:2,000) of liver sections from young and old mice. Nuclei in young livers have a round shape (top panel), while nuclei in old livers are irregular in shape and distorted (bottom panel). (b) Representative liver sections from young and old mice stained with hematoxylin and eosin (H&E). Lipid accumulation is apparent on histological sections by presence of lipid droplets in old livers (arrows, bottom panel). (c) ChIP‐Seq track view in Integrative Genome Viewer (IGV) of common lamina‐associated domains (LADs) found in both young and old wild‐type (WT) male livers, profiled by binding of lamin B1, and H3K9me2 and H3K9me3 chromatin marks (top panel: chr4:146,871,271‐147,892,241, bottom panel: chr8:71,777,720‐71,882,785). Reads are merged from two replicates in each condition. Track of input reads is provided for comparison. Size of the region shown on *x*‐axis and magnitude of ChIP‐Seq signal is shown on *y*‐axis. (d) Venn diagram showing the results of genomewide location analysis for lamin B1 in young and old liver, identifying 1,624 domains in young and 1,519 in old, of which 1,022 were called bound in both young and old livers by Epic. (e) The distribution of sites occupied by lamin B1 (in young and old livers) around transcription start site (TSS). Values for young and old (in parentheses) for each bin (0 to 5 kb, 5 to 50 kb, 50 to 500 kb, and >500 kb) from TSS are shown above each bar. The majority of regions are distal, 5 to 500 kb from the TSS

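Of the regions in Figure 2a, chromosome 10 from 26190000 to 27329999 matches a domain called only in young livers, from 26190001 to 27330000, with no old domain in it. It touches the protein-coding genes Samd3, L3mbtl3, Arhgap18 and Lama2. No lamin B1 domain of either age was called in the region on chromosome 15 from 70812890 to 71315108. The region on chromosome 8 from 11455379 to 12704619 lies within an old domain of 3440 kb, from 10360001 to 13800000, and no young domain was called inside the region. That old domain overlaps young domains outside the region, so by overlap of whole domains it counts as shared. The region on chromosome 4 from 45742267 to 46497732 lies within an old domain from 44900001 to 47340000, and a young domain from 46440001 to 46550000 covers 7.64% of it. H3K9me3 regions of old livers cover 92.1% of the chromosome 8 region, against 9.61% in young livers, and 10.3% of the chromosome 4 region, against 13.2% in young livers.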

Next, we focused on genes in regions that were differentially bound by lamin B1 in either young or old livers (examples shown in Figure 2a.). We performed functional analysis of genes bound by lamin B1 only in young livers using Ingenuity Pathway Analysis (IPA). 

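For the pathways that Table S2 lists for regions bound by lamin B1 in young livers, the position of each gene was compared with the domains. Of the 13 genes under PPARα/RXRα activation, all 13 touch a young lamin B1 domain, and 1 touches a domain that has no overlap with an old domain. Of the 9 genes listed for gene regulation by peroxisome proliferators via PPARα, 8 touch a young domain and 0 a domain bound only in young livers. Under TR/RXR activation, 12 of 14 gene names matched the annotation, of which 9 touch a young domain and 1 a domain bound only in young livers. A further comparison, chosen after the values were seen, used only the 10 kb windows covered in young but not in old livers. These windows touched 11 genes of PPARα/RXRα activation, 7 of gene regulation by peroxisome proliferators via PPARα and 8 of TR/RXR activation. Ingenuity Pathway Analysis was not repeated.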

Pathways including “genes regulated by PPARα” (*p*‐value 1.1 × 10^−2^), PPARα/RXRα activation (*p*‐value 1.1 × 10^−2^), and TR/RXR activation (*p*‐value 2.3 × 10^−5^) were enriched among these targets. This observation is consistent with our previous report that Foxa2 binds regions of reduced nucleosome occupancy at PPARα targets in aged liver, leading to their activation (Bochkis et al., 2014). “liver proliferation” (*p*‐value 4.1 × 10^−3^), known to be impaired in aged liver (Timchenko, 2009), and “xenobiotic metabolism signaling” (*p*‐value 7.4 × 10^−3^) were pathways enriched in lamin B1‐associated regions in old livers. 

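Among the pathways that Table S2 lists for lamin B1-associated regions in old livers, xenobiotic metabolism signaling names 16 genes, of which 15 matched the annotation. All 15 touch an old lamin B1 domain, and 14 touch a domain without overlap to a young domain. For liver proliferation, 10 genes are listed, and 9 of these touch a domain bound only in old livers. Under the list for young livers, the same pathways name 19 and 13 genes that matched the annotation, of which 3 and 2 touch a domain bound only in young livers. By the 10 kb windows covered at one age only, the numbers are 15 and 11 genes for the young list, and 15 and 9 for the old list.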

The full set of pathways for regions bound by lamin B1 is provided in Table S2.

**Figure 2:**
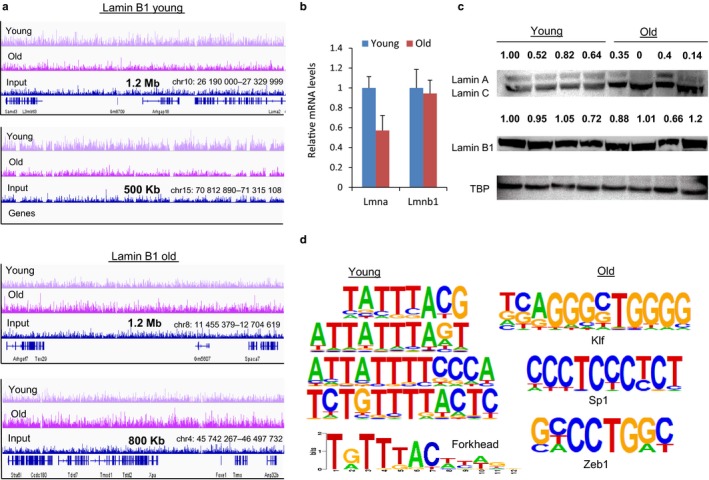
Changes in lamin B1 binding are independent of lamin B1 expression. (a) Examples of genomic regions bound by lamin B1 only in young (top panels: chr10:26,190,000‐27,329,999 and chr15:70,812,890‐71,315,108) and exclusively in old hepatocytes (bottom panels: chr8:11,455,379‐12,704,619 and chr4:45,742,267‐46,497,732) with input track as a comparison. Size of the region is shown on *x*‐axis and magnitude of ChIP‐Seq signal is shown on *y*‐axis. (b) mRNA levels of *Lmna*, gene that codes for lamin A and lamin C proteins, and Lmnb1, gene that codes for lamin B1 by quantitative RT–PCR. While mRNA levels of *Lmna* are downregulated about twofold (*t* test *p*‐value <.01), expression of *Lmnb1* is not changed (c) Western blot analysis of protein nuclear extracts from four young (3 months) and four old (21 months) mouse livers with antibodies to lamin A/C, lamin B1, TATA box‐binding protein (TBP, loading control). Although protein levels of lamin B1 also did not change, protein levels of lamin A declined in aged livers (about threefold, *t* test *p*‐value <.005). Protein expression is quantified by ImageJ and expression of both lamin A and lamin B1 is normalized to loading control TBP. (d) Multiple motifs resembling the *forkhead* (Fox) consensus (*p*‐values ranging from 1 × 10^−35^ to 1 × 10^−21^) were overrepresented in sites bound by lamin B1 in young livers, while Klf (*p*‐value 1 × 10^−43^), Sp1 (*p*‐value 1 × 10^−26^), and Zeb1 (*p*‐value 1 × 10^−35^) motifs were highly enriched in old livers

To eliminate the possibility that changes in lamin B1 binding were due to differences in expression levels, we performed gene expression and protein analysis of lamina‐associated proteins. While mRNA levels of *Lmna*, gene that codes for lamin A and lamin C proteins, are downregulated about twofold (*t* test *p*‐value <.01), expression of *Lmnb1*, gene that codes for lamin B1 protein, is not changed in old livers (Figure 2b). Although protein levels of lamin B1 also did not change, confirming that changes in lamin B1 binding were independent of lamin B1 expression, protein levels of lamin A declined in aged livers (about threefold, *t* test *p*‐value <.005 expression of both lamin A and lamin B1 is normalized to loading control TBP, Figure 2c)

To identify potential regulators with differential occupancy in lamin B1 regions in young and old livers, we completed de novo motif analysis using HOMER (Heinz et al., 2010). LADs are A/T‐rich (Meuleman et al., 2013); hence, using a common genomic background (without a sequence bias) for both conditions to find motifs in lamin B1‐associated regions would not be appropriate. Thus, we compared sequences in lamin B1 domains against each other (young vs. old and old vs, young) to find motifs that were enriched in each condition. Multiple motifs resembling the *forkhead* (Fox) consensus (*p*‐values ranging from 1 × 10^−35^ to 1 × 10^−21^) were overrepresented in sites bound by lamin B1 in young livers (Figure 2d, left panel). In addition, motifs for Sox (*p*‐value 1 × 10^−27^) and GATA factors (*p*‐value 1 × 10^−25^) were enriched in these regions. 

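In place of de novo motif analysis, matches of the forkhead core TGTTTAC on both strands were counted per kb of each domain. The 502 domains bound only in young livers had 0.178 ± 0.041 matches per kb (SD between domains) and the 592 bound only in old livers had 0.149 ± 0.034, a ratio of 1.19 (two-sided permutation test, p = 1e-05, the smallest p that 100000 resamples allow; adjusted p = 1e-05 over 6 words by Benjamini-Hochberg). Mean GC content was 39.0 ± 1.75% in the young-only and 44.5 ± 1.82% in the old-only domains (SD between domains), a difference of -5.52 percentage points (same test and p). With the GC content of each domain in a linear fit, the young-only domains had -0.0062 matches per kb relative to the old-only domains (permutation test, p = 0.12). The sets share little of their range of GC content, so this value depends on the fit being linear. Among the 210 possible orders of its letters, TGTTTAC ranked 167 by the ratio of young-only to old-only density.

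**Figure D2:**
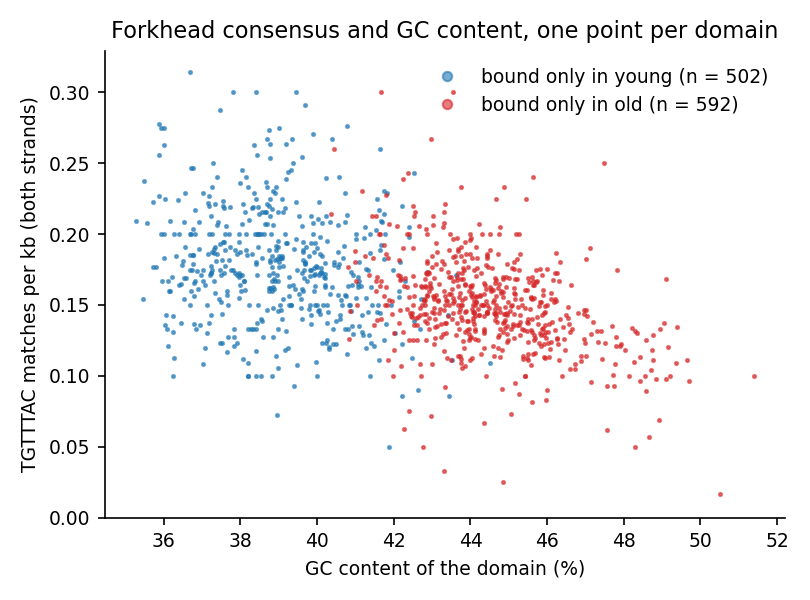
Forkhead core matches per kb (y-axis) against GC content in percent (x-axis), 1 point per lamin B1 domain bound only in young (502 domains) or only in old livers (592). The young-only domains sit at lower GC content, around a mean of 39.0%, and match density falls as GC content rises.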

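The GATA core AGATAA occurred 0.865 ± 0.120 times per kb (SD between domains) in domains bound only in young livers and 0.638 ± 0.096 times in domains bound only in old livers, a ratio of 1.36. For the Sox core CCWTTGT, the densities were 0.416 ± 0.068 and 0.396 ± 0.053 per kb, a ratio of 1.05. Both differences had p = 1e-05 in the two-sided permutation test, the smallest value possible. In the fit that includes GC content, neither difference remained past the threshold, with 0.85 as the p for GATA and 0.42 for Sox (permutation test). These values too depend on the fit being linear. From the presence of forkhead, GATA and Sox motifs in regions bound by lamin B1 exclusively in young hepatocytes, the paper proposes that these pioneer factors possibly occupy the regions in old hepatocytes.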

Forkhead and GATA factors are established pioneer factors (Zaret & Carroll, 2011), which actively open chromatin by binding nucleosomal DNA first and enable subsequent binding of other factors, while Sox factors may also exhibit pioneering ability (Sarkar & Hochedlinger, 2013). The motifs for these regulators are found in regions bound by lamin B1 exclusively in young hepatocytes and possibly occupied by these pioneer factors in the old hepatocytes. In contrast, CG‐rich motifs for Klf factors (*p*‐value 1 × 10^−43^), Sp1 (*p*‐value 1 × 10^−26^), and Zeb1 (*p*‐value 1 × 10^−35^) motifs were highly enriched in lamin B1 regions bound in old livers (Figure 2d right panel). 

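The Klf core GGGCTGG had 0.150 ± 0.065 matches per kb (SD between domains) in young-only and 0.309 ± 0.092 in old-only domains, a ratio of 0.486. Ratios of young-only to old-only density were 0.608 for CCCTCCC, from the motif labelled Sp1, and 0.593 for CCCTGG, from the motif labelled Zeb1. Each of these differences had the smallest p possible in the permutation test, 1e-05. The words were read from the logos of Figure 2d, and such a word need not be the sequence that the factor binds. With GC content in the fit, the sign changed for Klf (0.019 matches per kb more in young-only domains, adjusted p = 0.008, permutation test) and for Zeb1 (0.052 more, adjusted p = 6e-05), while Sp1 was no longer past the threshold (adjusted p = 0.18). The sets share little of their range of GC content, so these values also depend on the fit being linear. A curved relation to GC content was not tested, so the changes of sign are not settled.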

The motifs enriched in lamin B1 sites that are shared between young and old livers resemble young sites in their sequence profile. 

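The same cores were counted in the 1122 young domains that overlap an old domain. The forkhead core had a mean density of 0.143 ± 0.038 per kb (SD between domains), which is 0.804 times that of young-only domains and 0.958 times that of old-only domains. The Klf core was 2.65 times as dense as in young-only domains and 1.29 times as dense as in old-only domains. For GATA, the ratio was 0.699 to young-only and 0.948 to old-only domains. Of the 12 comparisons, 11 had an adjusted p of at most 0.0007 (two-sided permutation test, Benjamini-Hochberg), and the exception was Sp1 against old-only domains (0.52). Mean GC content of the shared young domains was 45.1 ± 2.89% (SD between domains). The comparisons with shared domains were not adjusted for GC content.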

We have identified similar motifs by HOMER (forkhead motif *p*‐value 1 × 10^−6^, Sox *p*‐value 1 × 10^−7^, GATA *p*‐value 1 × 10^−3^), although enrichment is less significant than for regions bound by lamin B1 exclusively in young livers.

### 2.2 Foxa2 occupies more sites in Zmpste24 mutant livers

Winged‐helix transcription factor Foxa2 plays an important role in lipid homeostasis in aged liver, binding regions of decreased nucleosome occupancy near PPAR‐dependent lipid synthesis and storage genes and contributing to gene expression changes that lead to steatosis (Bochkis et al., 2014). We have shown that Foxa2 occupies twice as many sites in older hepatocytes (6605 sites in young, 12,834 sites in old)(Bochkis et al., 2014), where lamin A expression is decreased (Figure 2b,c). In addition, forkhead motif is enriched in regions bound by lamin B1 only in young livers (Figure 2d). Hence, we hypothesized that increased Foxa2 binding in older livers is due to nuclear lamina defects accompanying aging and examined Foxa2 binding in a laminopathy mouse model. 

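For this comparison, livers of male Zmpste24 mutants and wild-type control littermates aged 12 weeks were used, with 3 replicates per genotype. The authors aligned the reads as for lamin B1, merged the replicates of each genotype and called Foxa2 sites against input reads with PeakSeq. Table S4 gives 20937091 aligned reads for wild-type and 31243764 for mutant livers, and the mutant reads were downsampled to the wild-type number before sites were called. The deposited lists, 1 per genotype, hold positions without scores, so a site is either called or not and differences in signal cannot be measured. Sites had a median width of 941 bp in wild-type and 889 bp in mutant livers. Foxa2 sites of old livers were not analysed here.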

Zmpste24 is a metalloprotease that processes prelamin A to a mature form. *Zmpste24* mutants, similar to old mice, exhibit nuclear lamina abnormalities and develop fatty liver (Varela et al., 2005). 

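Of the 4960 wild-type sites, 1348 (27.2%) overlapped a mutant site by at least 1 bp, against 33.0 when the wild-type sites were placed at random (one-sided permutation test, p = 0.001, the smallest p that 1000 placements allow). Counted from the 8177 mutant sites, 1362 (16.7%) overlapped a wild-type site. There were thus 6815 sites called only in the mutants and 3612 called only in wild-type controls. A reciprocal overlap of at least 50% left 913 shared sites, and only 167 were shared among the wider sites of each genotype, those wider than the median. Sites up to 500 bp apart gave 1379.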

We found that Foxa2 binding is increased in *Zmste24*‐deficient mice (8,177) compared to their wild‐type control littermates (4,960) (data merged from three replicates in each condition, peaks called by PeakSeq (Rozowsky et al., 2009), Figure 3a). We computed pairwise correlations for the replicates (Pearson R) that showed that replicates were similar (0.89, 0.85, 0.86 for WT, 0.74, 0.75, 0.81 for Zmpste24 KO). Comparing Foxa2 ChIP coverage in young wild‐type controls (Figure 3b, left panel) and *Zmpste24* mutants (Figure 3b, middle panel) of sites bound by Foxa2 in aged livers (Figure 3b, right panel), we found that more of these sites were bound in young *Zmpste24* mutants. Quantitative analysis (details in Experimental Procedures) of overlap between sites bound by Foxa2 in Zmpste24 mutants and old livers is shown in Figure S1. We find a large overlap as well as distinct regions bound by Foxa2 exclusively in Zmpste24 mutants or only in old livers. Some observed differences could be due to different circadian regulation in old mice and Zmpste24 mutants (Hood & Amir, 2017). 

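The left region of Figure 3c, on chromosome 11 from 120206031 to 120206930, contains a mutant Foxa2 site from 120206175 to 120206644 that is intergenic, 26.5 kb from the start site of Bahcc1, the nearest protein-coding gene. In the right region, on chromosome 15 from 81839701 to 81840205, a mutant site spans 81839572 to 81841023, 18.5 kb from the start site of Tob2. Neither site overlaps a wild-type site. In the middle region, on chromosome 18 from 54980906 to 54981605 within Zfp608, neither genotype has a called site.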

Regions where Foxa2 binding in *Zmpste24*‐deficient livers resembles Foxa2 occupancy in old livers (Bochkis et al., 2014) are shown in Figure 3c. To eliminate the possibility that differences in Foxa2 binding were due to changes in expression levels, we measured Foxa2 protein levels in Zmpste24 mutants and their control littermates, and found that Foxa2 levels do not change (Figure 3d). Also, lamin B1 protein expression did not change in Zmpste24 mutant livers (Figure 3d).

**Figure 3:**
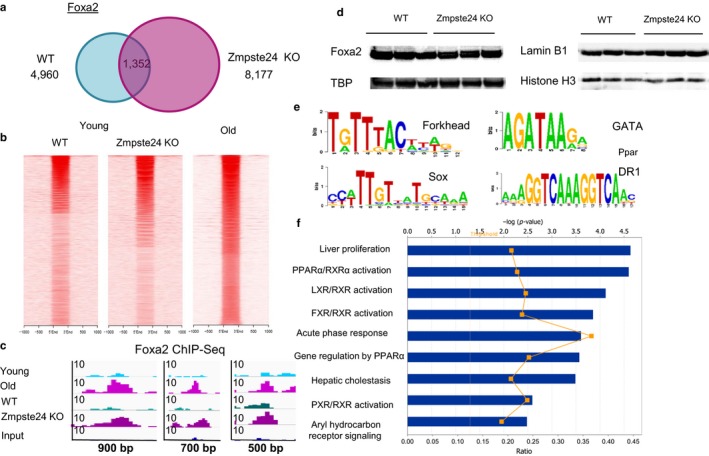
Foxa2 occupies more sites in *Zmpste24* mutant livers. (a) Venn diagram comparing Foxa2 binding in WT and *Zmpste24*‐deficient livers in male mice, 4,960 binding sites in wild‐type controls, and 8,177 in the mutants, of which 1,352 were called bound by both factors by PeakSeq. Data merged from three replicates in each condition. (b) Heatmaps comparing Foxa2 ChIP coverage in young wild‐type controls (left panel) and *Zmpste24* mutants (middle panel) of sites bound by Foxa2 in aged livers (right panel). (c) Examples of regions where Foxa2 binding in *Zmpste24*‐deficient livers (data merged from three replicates in each condition) resembles Foxa2 occupancy in old livers (left panel: chr11:120,206,031‐120,206,930, middle panel: chr18:54,980,906‐54,981,605, right panel: chr15:81,839,701‐81,840,205). Data for young and old livers (merged from two replicates in each condition) are from our previous study (Bochkis et al., 2014). Size of the region is shown on *x*‐axis and magnitude of ChIP‐Seq signal is shown on *y*‐axis. (d) Western blot analysis of protein nuclear extracts from three wild‐type controls and three *Zmpste24* mutant mouse livers (all 12 week old) with antibodies to FOXA2 and TATA box‐binding protein (TBP, loading control, left panel) and antibodies to LAMIN B1 and histone H3 (loading control, right panel). (e) Motifs for forkhead (*p*‐value 5.9 × 10^−110^), Sox (*p*‐value 7.6 × 10^−100^), GATA factors (*p*‐value 4.0 × 10^−67^), as well as DR‐1 element bound by PPAR nuclear receptors, were enriched in sequences associated with Foxa2 binding exclusively in *Zmpste24* male mutants. (f) Ingenuity Pathway Analysis (IPA) of genes associated with sites occupied by Foxa2 in *Zmpste24*‐deficient male livers shows that functional categories associated with activation of nuclear receptors FXR, LXR, PXR, and PPARα are enriched in these targets. –log (*p*‐value) is shown on *x*‐axis

Motif analysis in Foxa2 sites bound exclusively in *Zmpste24*‐deficient mice (positional weight matrix (PWM) scan using PscanChiP (Zambelli, Pesole & Pavesi, 2013)) identified consensus sequences for forkhead (*p*‐value 5.9 × 10^−110^), Sox (*p*‐value 7.6 × 10^−100^), and GATA factors (*p*‐value 4.0 × 10^−67^), as well as DR‐1 element bound by PPAR nuclear receptors (*p*‐value 1.6 × 10^−10^, Figure 3e). 

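Cores of the motifs were searched in the 6815 sites called only in the mutants and in windows of the same width 5 kb downstream of each site. The forkhead core TGTTTAC was present in 19.6% of the sites (95% Wilson interval 18.7 to 20.5%) and in 13.3% of the windows (12.5 to 14.1%), an odds ratio of 1.59 (two-sided Fisher's exact test, adjusted p = 1.1e-22 over 4 words by Benjamini-Hochberg). The DR-1 element AGGTCAAAGGTCA, with up to 2 mismatches, was present in 5.69% of sites and 4.46% of windows (odds ratio 1.29, Fisher's exact test, adjusted p = 0.0024). For GATA, 48.8% of sites and 48.1% of windows contained the core (Fisher's exact test, adjusted p = 0.53), and for Sox 30.3% and 29.8% (adjusted p = 0.54), so neither difference exceeded the threshold of 0.05. Sites called in both genotypes contained the forkhead core more often, with 42.4% against 10.1% of windows (odds ratio 6.59). In sites called only in wild-type controls the shares were 21.7% and 13.2%. The DR-1 element was present in 7.21% of those wild-type-only sites and 5.99% of their windows (Fisher's exact test, adjusted p = 0.083). Sites are not replicates, and the test describes the merged lists. When the windows were taken upstream, the odds ratio for the mutant-only sites was 1.48.

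**Figure D3:**
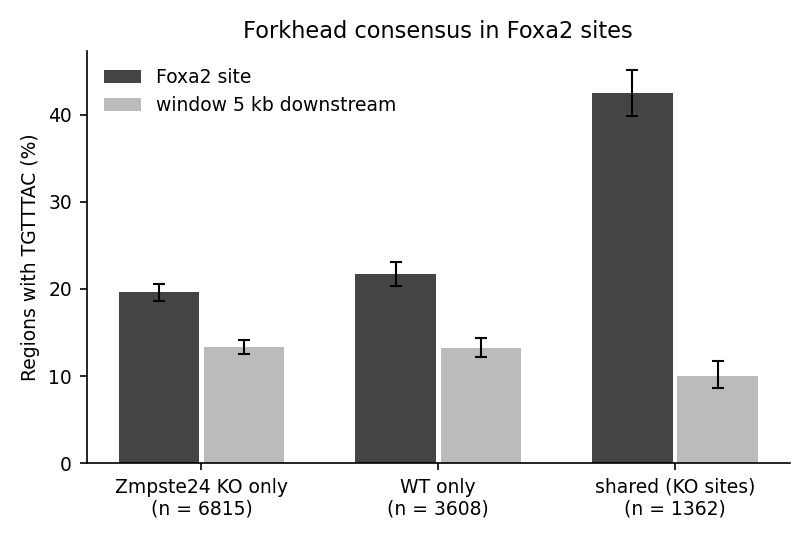
Percentage of Foxa2 sites (dark bars) and of windows 5 kb downstream (light bars) that contain TGTTTAC, for sites called only in Zmpste24 mutants, only in wild-type controls, or in both; error bars are 95% Wilson intervals. Shared sites have the highest share, 42.4%.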

The motifs for pioneer factors found in regions occupied by Foxa2 in *Zmpste24* mutants correspond to those detected in sites bound by lamin B1 and tethered to the nuclear lamina in young livers. We performed functional analysis of genes associated with Foxa2 binding sites in *Zmpste24*‐deficient mice using IPA. 

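Genes listed in Table S2 for the pathways of Figure 3f were compared with the protein-coding gene closest to each Foxa2 site. For PPARα/RXRα activation, 38 of 40 gene names matched the annotation. Of these, 24 are the closest gene to a mutant site and 10 the closest gene to a wild-type site. For LXR/RXR activation the numbers are 24 and 15 of 28 matched genes. FXR/RXR activation has 27 matched genes, with 23 closest to a mutant and 16 closest to a wild-type site. The paper took these genes from Foxa2 sites of the mutants, so that choice alone favours higher counts for mutant sites. The mutant list is also longer than the wild-type list, and no enrichment test was run on these counts.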

Analogous pathways are affected by Foxa2 binding in Zmpste24‐deficient livers as in older hepatocytes (Bochkis et al., 2014) (Figure 3f), including activation of genes regulated by PPARα and LXR, factors that contribute to steatosis in older livers. Functional categories are associated with activation of additional nuclear receptors (FXR and PXR, Figure 3f), which is consistent with our previous findings that ligand‐dependent activation of nuclear receptors requires Foxa2 (Bochkis et al., 2009).

### 2.3 Direct Foxa2 targets are upregulated in Zmpste24 mutants and contribute to fatty liver phenotype

To investigate whether Foxa2 binding is functional and influences gene expression, we focused on direct targets of Foxa2 in *Zmpste24*‐deficient mice, defined as bound and upregulated as Foxa2 is a transcriptional activator (Lai et al., 1990). 

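Each mutant Foxa2 site was assigned to the gene with the closest transcription start site within 10000 kb of the site midpoint. This gave 6754 distinct genes from all annotated genes and 5054 from protein-coding genes alone. Sites called only in the mutants were closest to 5829 genes, and a limit of 50 kb left 5641. The median distance to the closest start site was 16.9 kb, and 23.7% of sites lay within 5 kb. Wild-type sites were closest to 4249 genes, of which 1901 were also closest to a mutant site. GREAT was not run.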

Binding sites were mapped to 2,293 nearby genes using GREAT (McLean et al., 2010) and compared to gene expression profile of *Zmpste24* mutants (Osorio et al., 2010). We identified 814 direct targets (fold change >2), while expression of 118 genes near a Foxa2 site decreased (fold change <−2). Just like in comparison with all Foxa2‐binding sites (Figure 3f) in *Zmpste24*‐deficient livers, similar pathways were overrepresented in Foxa2 direct targets and differentially expressed genes in older hepatocytes (Bochkis et al., 2014) (Figure 4a), including activation of PPARα and LXR. Hepatotoxicity functions in Foxa2 direct targets identified by IPA included highly enriched “liver hyperplasia” (*p*‐value 1.75 × 10^−16^) and “liver steatosis” (*p*‐value 1.80 × 10^−6^) (Figure 4b). The full set of pathways for Foxa2‐bound regions and direct targets of Foxa2 is provided in Table S2. The direct targets included PPARγ, a nuclear receptor involved in development of fatty liver (Figure 4c) (Gavrilova et al., 2003). Hence, additional Foxa2 binding in *Zmpste24* mutants, like in old liver, leads to activation of gene expression that contributes to hepatic steatosis.

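Pparg, which encodes PPARγ, lies on chromosome 6 from 115360951 to 115490399 on the plus strand. The mutant list has 3 Foxa2 sites in its introns, from 115421428 to 115422314, from 115465118 to 115465956 and from 115466220 to 115467420. The latter pair lies in the region of Figure 4c, about 105 kb downstream of the start site of Pparg. No wild-type site was called within 50 kb of the gene. Neither site in the region of Figure 4c contains the core TGTTTAC. In young livers a lamin B1 domain from 114640001 to 115680000 covers the whole gene, whereas in old livers domains end at 115350000 and begin again at 115470001. From the bound and upregulated genes, PPARγ among them, the paper concludes that additional Foxa2 binding in the mutants leads to activation of gene expression that contributes to steatosis. The expression data behind this step were not analysed here.

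**Figure D4:**
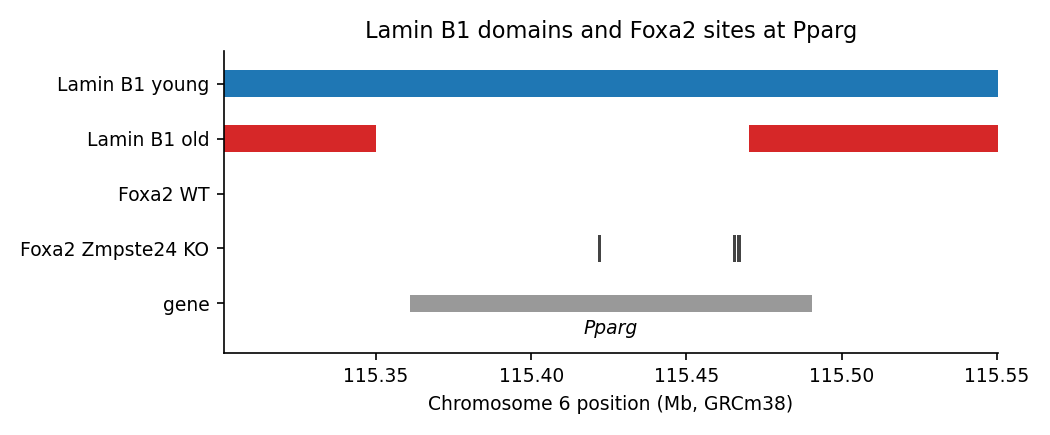
Map of chromosome 6 around Pparg (position in Mb on the x-axis) with lamin B1 domains of young and old livers and Foxa2 sites of wild-type and Zmpste24 mutant livers, drawn to scale. Mutant sites lie within the gene where an old lamin B1 domain is absent, and the wild-type track is empty.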

**Figure 4:**
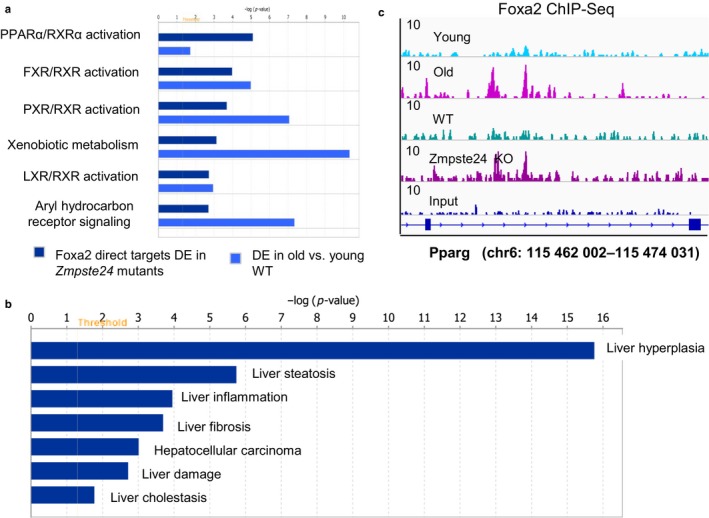
Direct Foxa2 targets are upregulated in *Zmpste24* mutants and contribute to fatty liver phenotype. (a) Comparison of overrepresented pathways identified by Ingenuity Pathway Analysis (IPA) between direct targets of Foxa2 in *Zmpste24*‐deficient mice and differentially expressed genes in aged WT livers (RNA‐Seq data from our previous study (Bochkis et al., 2014)). (b) Hepatotoxicity functions in Foxa2 direct targets identified by IPA. “liver hyperplasia” (*p*‐value 1.75 × 10^−16^) and “liver steatosis” (*p*‐value 1.80v10^−6^) are the most significantly enriched. (c) ChIP‐Seq track view of two novel Foxa2 sites in old hepatocytes and *Zmpste24* mutants in the intron of *Pparg*. Reads were merged from three replicates for binding in *Zmpste24* mutants and their control littermates. Data for young and old livers (merged from two replicates in each condition) are from our previous study (Bochkis et al., 2014). Size of the region is shown on *x*‐axis and magnitude of ChIP‐Seq signal is shown on *y*‐axis

### 2.4 Foxa2 binding is correlated to loss of lamin B1 and H3K9me3 occupancy in old livers

To investigate whether changes in occupancy by pioneer factor Foxa2 could have functional changes in old livers, we compared increased Foxa2 binding to changes in lamin B1 occupancy in old livers. We computed the overlap of all lamin B1 domains in young livers with Foxa2‐binding sites in old liver and found 4,434 such sites occupied by Foxa2. The correlation is significant (2,967 sites are found in a background set of random genomic regions of same size, Fisher's exact test *p*‐value <.0001). An average profile of lamin B1 occupancy in young and old livers for these 4,434 sites is shown in Figure 5a. Lamin B1 is substantially reduced at these sites. In addition, sum of lamin B1 coverage in 10 kb region surrounding the Foxa2 site is higher in young livers for 95% of the sites. These results suggest that even in large domains that are called bound by lamin B1 in both young and old livers, additional Foxa2 binding in old mice is accompanied by loss of lamin B1 occupancy locally.

**Figure 5:**
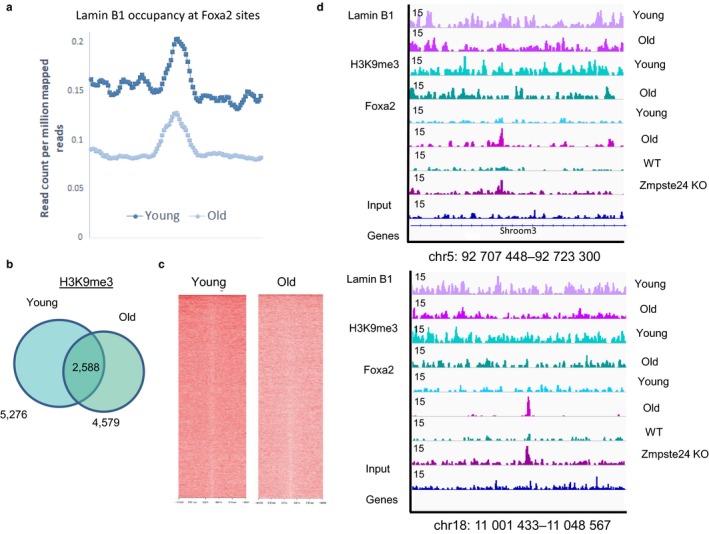
Regions where Foxa2 binding corresponds to decrease in lamin B1 occupancy. (a) Average profile of lamin B1 coverage (reads are normalized per million of mapped reads) in young and old livers at 4,434 sites bound by Foxa2 in old liver. Lamin B1 occupancy decreases in old livers. (b) Venn diagram showing the results of genomewide location analysis for H3K9 trimethylation in young and old liver, identifying 5,276 regions in young and 4,579 in old, of which 2,588 were called bound in at both ages. (c) Coverage plot of H3K9me3 signal in young and old livers for sites bound by Foxa2 in old livers in 5 kb regions surrounding the site. (d) Examples of regions where Foxa2 binding (in old livers and *Zmpste24* mutants) corresponds to a decrease in lamin B1 binding and levels of H3K9me3 in old livers (top: chr5:92,707,448‐92,723,300, bottom: chr18:11,001,433‐11,048,567). Data for young and old livers (merged from two replicates in each condition) are from our previous study (Bochkis et al., 2014) with input track as a comparison. Size of the region is shown on *x*‐axis and magnitude of ChIP‐Seq signal is shown on *y*‐axis

Next, we mapped 4,434 Foxa2‐binding sites to closest genes using GREAT Chip‐Seq analysis tool (McLean et al., 2010) and computed an overlap with RNA‐Seq data set of differentially regulated genes in old livers from our previous study (Bochkis et al., 2014). Three hundred seventy‐five such genes were analyzed for enrichment using EnrichR, a collection of distinct gene set libraries (Kuleshov et al., 2016) (Figure S2). CheA library compared existing ChIP‐Seq data sets with our list of genes and identified binding sites for PPAR, LXR, and their heterodimer partner RXR significantly enriched in our gene set. Positional weight matrix analysis found the *forkhead* consensus, as well motifs for nuclear receptors. NCI‐Nature pathways implicated the Foxa2 transcription network. And WikiPathways database associated our gene list with adipogenesis targets. Collectively, enrichment analyses of Foxa2 targets bound in old livers in regions of lamin B1 loss corroborate our model. The overlap between these targets and genes differentially expressed in Zmpste24 mutants is provided in Table S3.

Furthermore, we related the changes in heterochromatin mark H3K9me3 (5,276 regions in young, 4,579 regions in old livers with overlap of 2,588, Figure 5b) to Foxa2 binding. 

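The H3K9me3 lists hold 2784 regions in young and 2496 in old livers, with median lengths of 150 kb and 160 kb. They cover 576 Mb (21.7% of the genome) and 617 Mb (23.2%). Of the young regions, 1461 (52.5%) overlapped an old region, against 1120 when placed at random (one-sided permutation test, p = 0.001, the smallest p that 1000 placements allow). From the old list, 1441 regions (57.7%) overlapped a young one. With a reciprocal overlap of at least 50%, 707 young regions were shared, against 218 at random. In base pairs, 42.3% of the young H3K9me3 regions were also covered in old livers.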

For sites bound by Foxa2 in old livers, we plotted H3K9me3 coverage in young and old livers in 5 kb regions surrounding the site. We found a reduction in H3K9me3 levels, showing a correlation between reduced H3K9me3 signal and increased Foxa2 binding (Figure 5c). 

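In the top region of Figure 5d, on chromosome 5 from 92707448 to 92723300 within Shroom3, a lamin B1 domain with the same start and end, from 92560001 to 93300000, was called in young and in old livers. The bottom region, on chromosome 18 from 11001433 to 11048567, lies within a lamin B1 domain from 10710001 to 11150000 in young and from 10770001 to 11150000 in old livers. No H3K9me3 region of either age was called in these regions. The lists record whether a window belongs to a called domain, so a change in coverage within a domain cannot be seen in them.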

We show examples of genomic regions where Foxa2 binding corresponds to decrease in both lamin B1 binding and H3K9me3 occupancy in old hepatocytes, suggesting that these regions are no longer tethered to the lamina and closed and could be open to transcription (Figure 5d). In addition, Foxa2 binding in *Zmpste24* mutants resembles Foxa2 occupancy in old livers in these regions.

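In the region within Shroom3, a Foxa2 site was called in Zmpste24 mutants from 92710391 to 92711510 and in wild-type controls from 92710477 to 92711374, both in an intron. In the region on chromosome 18, a site from 11021241 to 11021625 was called in the mutants and none in wild-type controls. The protein-coding gene with the start site nearest to this mutant site is Gata6, at 30.6 kb. The paper proposes, from the lower lamin B1 and H3K9me3 signal at such sites, that these regions are no longer tethered to the lamina and could be open to transcription.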

In summary, we found that lamin B1 binds distinct domains in young and old livers. Sequences in sites bound by lamin B1 in young livers are enriched for the forkhead motif. We observed that protein levels of lamin A decrease during chronological aging in hepatocytes where binding of pioneer factor Foxa2 is increased. We found that Foxa2 occupancy is also increased in *Zmpste24* mutant mice, a laminopathy model, connecting our findings to Foxa2 binding in old livers. Aged and *Zmpste24*‐deficient livers share several features, including nuclear lamina abnormalities, increased Foxa2 binding, de‐repression of PPAR‐ and LXR‐dependent gene expression, and fatty liver. In old livers, additional Foxa2 binding is correlated to loss of lamin B1 and heterochromatin (H3K9me3 occupancy) at these loci. Our observations suggest that changes at the nuclear lamina are linked to altered Foxa2 binding, enabling opening of chromatin and de‐repression of genes encoding lipid synthesis and storage targets that contribute to etiology of hepatic steatosis (Figure 6).

**Figure 6:**
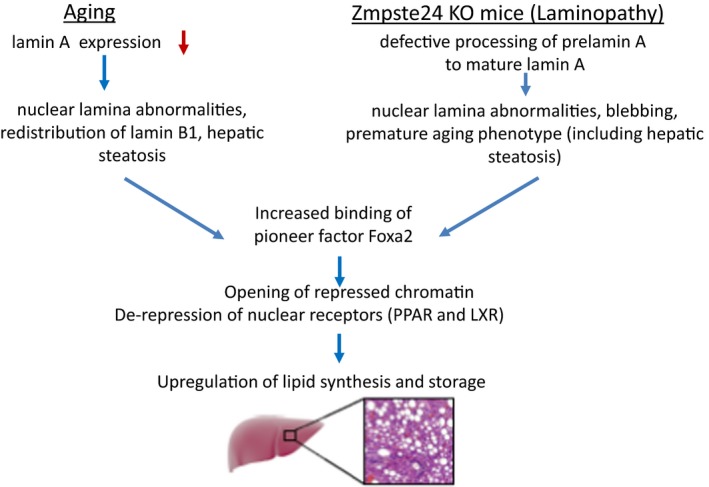
Changes at the nuclear lamina alter binding of pioneer factor Foxa2 leading to hepatic steatosis. Aged and *Zmpste24*‐deficient livers share several features, including nuclear lamina abnormalities, increased Foxa2 binding, de‐repression of PPAR‐ and LXR‐dependent gene expression, and fatty liver. In old livers, additional Foxa2 binding is correlated to loss of lamin B1 and heterochromatin (H3K9me3 occupancy) at these loci. Our observations suggest that changes at the nuclear lamina are linked to altered Foxa2 binding, enabling opening of chromatin and de‐repression of genes encoding lipid synthesis and storage targets that contribute to etiology of hepatic steatosis

## 3 DISCUSSION

Here, we used an unbiased approach to investigate changes in LADs in aging and are providing these data sets as a resource to the field. While this work is the first to connect regulation of chromatin at the nuclear lamina to binding of pioneer factors in mammalian aging and age‐dependent metabolic dysfunction, Mango and colleagues have reported that binding of pha‐4, an ortholog of Foxa proteins in *Caenorhabditis elegans,* is restricted by emerin, a nuclear lamina component, in the pharynx during foregut development. On this basis, they concluded that nuclear lamina interferes with binding of pha‐4, preventing global decompaction and reorganization of chromatin (Fakhouri, Stevenson, Chisholm & Mango, 2010). Collectively, these observations indicate that the relationship between lamina components and pioneer factors is conserved and warrants further investigation.

Both LAD sequences and *forkhead* motifs are A/T‐rich, suggesting a model where the nuclear lamina and pioneer factors could vie for genomic regions such as nucleosomes and transcription factors compete for DNA binding (Workman & Kingston, 1992). In this paradigm, pioneer factors would be prevented from binding when these loci are sequestered to the nuclear envelope but could access these sites once the chromatin is no longer tethered to the lamina.

While we find that A/T‐rich motifs, including the *forkhead* consensus, are significantly enriched in sites bound by lamin B1 exclusively in young livers and those shared between young and old livers, CG‐rich motifs are more prevalent in lamin B1 regions bound in old livers. Increased CG content is associated with DNA methylation. Analysis of DNA methylation in aged blood cells has demonstrated presence of age‐associated hypomethylated domains, which exhibit preferential hypomethylation in cancer independently of tissue of origin (Yuan et al., 2015). Another study has linked hypomethylated domains in cancer to LADs (Berman et al., 2012). Hence, the presence of CG‐rich motifs in LADs in old livers could indicate an age‐dependent dysregulation of DNA methylation in the liver.

We observe striking similarities between old and *Zmpste24* mutant livers, including nuclear abnormalities, changes in lamin A expression, and increased Foxa2 binding leading to de‐repression of PPAR‐ and LXR‐dependent gene expression that contributes to development of fatty liver. Hepatic steatosis is a common phenotype for aged mice (Jin et al., 2010; Ogrodnik et al., 2017), *Zmpste24* mutants (Marino et al., 2008; Pendas et al., 2002), and liver‐specific *Lmna* knockouts (Kwan et al., 2017). In addition, mutations in LMNA and ZMPSTE24 in patients lead to metabolic dysfunction, including type 2 diabetes and hepatic steatosis (Galant et al., 2016; Shackleton et al., 2000). Moreover, a recent report has implicated disorganization of heterochromatin at the lamina as a driver of human aging (Zhang et al., 2015). Numerous enzymes associated with H3K9me3, the mark associated with heterochromatin, including acetyltransferases (SRC‐1/*Ncoa1*), deacetylases (Hdac3), methyltransferases (Suv39 h1 and G9a/*Ehmt2*), and demethylases (Jhmdh2a/Kdm3a, Jmjd2c/Kdm4c), have been linked to fatty liver, diabetes, and obesity (Picard et al., 2002; Sun et al., 2012; Tateishi et al., 2009; Wang et al., 2013). In addition, levels of H3K9me3 increase during caloric restriction and decrease in *db/db* mice and other models of hyperglycemia (Vaquero & Reinberg, 2009; Villeneuve et al., 2008). Together, these studies underscore the importance of investigating how dysregulation of heterochromatin at the nuclear lamina leads to metabolic dysfunction.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mice

Male mice (C57BL6) were purchased from the National Institute of Aging (NIA) aged rodent colony (Charles River Laboratories). Two biological replicates of young and old mice were used for chromatin immunoprecipitation and sequencing. The derivation of Zmpste24 null mice has been described previously (Varela et al., 2005). 12‐week‐old wild‐type control littermates and *Zmpste24* male mutants (three biological replicates each) were used for ChIP‐Seq experiments. All animal work was approved by MIT's Committee on Animal Care.

### 4.2 Immunofluorescence and immunohistochemistry

Indirect immunofluorescence and immunohistochemistry were performed as described previously (Zhang, Rubins, Ahima, Greenbaum & Kaestner, 2005). Slides subject to immunohistochemistry were counterstained with hematoxylin and eosin. Hoechst 33528 nucleic acid stain (ThermoFisher, 1:2,000) was used to detect nuclei.

### 4.3 Chromatin immunoprecipitation and ChIP‐Seq

Snap‐frozen mouse liver (100 mg) from wild‐type mice was used to prepare chromatin. ChIP and ChIP‐Seq were performed as reported previously (Bochkis et al., 2014). Briefly, liver tissue was minced in cold PBS and cross‐linked in 1% formaldehyde/PBS for 15 min with constant rotation in Labquake tube rotator. Cross‐linking was quenched by adding glycine to a final concentration of 0.125 m. Nuclear lysate was sonicated using Diagenode Bioruptor for 20 min (30 s on/30 s off). Libraries were made according to standard Illumina protocol (end repair of ChIP DNA, addition of A base to the 3′‐ends, adapter ligation, and amplification). We used multiplex adapters for sequencing and Kapa HiFi DNA polymerase (Kapa Biosystems) for PCR amplification (16 cycles). Library fragments were isolated using Pippin Prep agarose gel. The purified DNA was captured on an Illumina flow cell for cluster generation. Libraries were sequenced on Illumina HiSeq 2,000 and HiSeq 2,500 instruments following the manufacturer's protocols.

Foxa2‐specific rabbit antiserum (Seven Hills Bioreagents, WRAB‐1,200), rabbit antibody to Di‐Methyl‐Histone H3 Lys9 (Cell Signaling, D85B4), goat antibody to lamin B1 (Santa Cruz Biotechnology, sc‐6,216), and rabbit antihistone H3 (trimethyl K9) antibody (ab8898) were used for immunoprecipitation. Libraries were sequenced on an Illumina HiSeq 2,000 and HiSeq 2,500 instruments (40 bp and 60 bp single‐end reads, read summary in Table S4).

### 4.4 RNA and protein analysis

Liver RNA was isolated from young and old wild‐type mice, and quantitative reverse transcription–PCR was performed as described (Zhang et al., 2005). Protein extracts preparation and protein immunoblot analysis were performed as reported previously (Bochkis et al., 2008). The primary antibodies used were rabbit antibody to FOXA2 (Seven Hills Bioreagents, WRAB‐1,200, 1:5,000), rabbit antibody to histone H3 (Cell Signaling #4,499), goat antibody to LAMIN A/C (Santa Cruz, sc‐7,196, 1:100), goat antibody to LAMIN B (Santa Cruz, sc‐6,215, 1:100), rabbit antibody to LAMIN B (Abcam, ab16048), and rabbit antibody to TBP (Santa Cruz, sc‐273, 1:100). Protein expression was quantified by imagej software.

### 4.5 ChIP‐Seq analysis

Reads were aligned to the mouse genome (mm10; NCBI Build 38, Table S4) using BWA v0.7.12 (Li & Durbin, 2009). Duplicate reads were removed using Picard v 1.134 (http://picard.sourceforge.net). Reads (phred score ≥20) that aligned uniquely were used for subsequent analysis. Data from two biological replicates were merged for lamin B1 ChIP‐Seq comparison (two young and two old). Data from three biological replicates were merged for Foxa2 binding in Zmpste24 mutants (three WT and three KO). Epic peak caller (https://github.com/daler/epic), a more efficient implementation of SICER domain‐calling algorithm (Xu et al., 2014), was used to determine lamin B1‐associated domains (mm10 as species, window size of 10 kb, gap size of 3). PeakSeq (Rozowsky et al., 2009) was used to identify Foxa2 bound peaks against input controls (FDR 5%, q‐value = 0.12). Pairwise correlations among samples for regions at least 50 bp long were computed in R. We used input reads from the previous study (Bochkis et al., 2014), a mixture of input chromatin from young and old wild‐type livers (42.9 million total reads).

For Foxa2 ChIP‐Seq, as there were more reads in Zmpste24 mutants (21 million in WT, 31 million in KO, Table S4), KO reads were downsampled to 21 million. We used PeakSeq (21 million WT reads vs. input controls and 21 downsampled KO reads vs. input controls) to identify Foxa2 bound peaks. Epic/SICER performs normalization of data using a technique based on filtering with islands, as described in Zang et al. (2009), thus precluding the need for downsampling of lamin B1 ChIP‐Seq data (89 million reads in Young, 59 million reads in Old, Table S4).

### 4.6 Functional analysis

ChIP‐Seq peaks were associated with closest genes with the GREAT analysis (parameters: single closest gene, 10,000 kb) (McLean et al., 2010). Overlap between different categories of binding sites was computed using Galaxy genome analysis tools (Hillman‐Jackson, Clements, Blankenberg, Taylor & Nekrutenko, 2012). Sequencing reads were visualized with the Integrative Genome Viewer (IGV)(Robinson et al., 2011). Ingenuity Pathway Analysis (IPA) and PWM scan analysis were performed as reported previously (Bochkis et al., 2014). Reads were extended to the size of the library insert (150 bp for Foxa2) to obtain sequences for motif analysis. De novo motif analysis was completed using HOMER (findMotifsGenome.pl command, young vs. old (as background), old vs. young (as background)). For overlap analysis (Figure S1), for sites bound by Foxa2 in old livers, we computed coverage (using bedcov function in samtools) in alignment files for young (WT) and Zmpste24 mutant livers. We used a cutoff of 400 bases per region (or read base count/read length = read count, 400/75 = 5.3 reads per region). Heatmaps were constructed using ngs.plot software (Shen, Shao, Liu & Nestler, 2014).

### 4.7 Accession numbers

Genomic data from this study can be accessed at GEO under accession number GSE58006 (SubSeries GSE60393 for ChIP‐Seq) and GSE78177.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

H.W. performed experiments. L.N.S., M.A.P., and A.J.P. analyzed data. F.G.O. and C. L. O. contributed to studies with *Zmpste24* mutant mice. I.M.B. developed the project, performed experiments, analyzed data, and wrote the draft of the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Changes at the nuclear lamina alter binding of pioneer factor Foxa2 in aged liver
**Source:** Aging Cell. 2018 Feb 27;17(3):e12742. doi: 10.1111/acel.12742
**Supplement:** Supplementary file 1

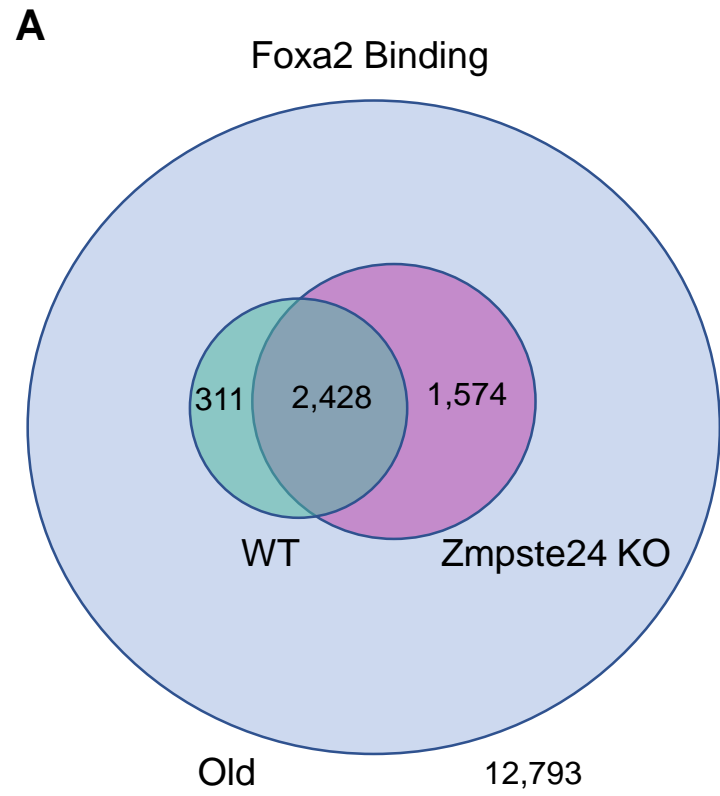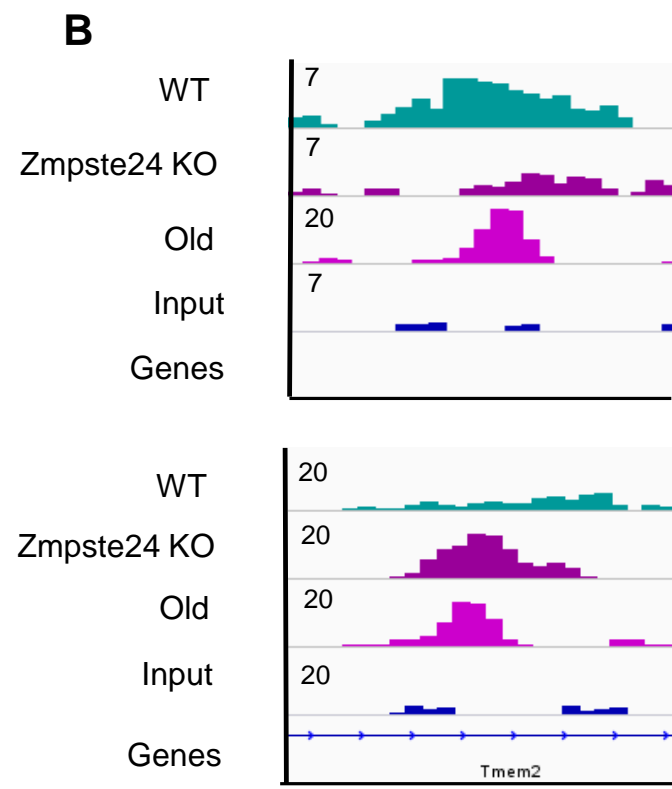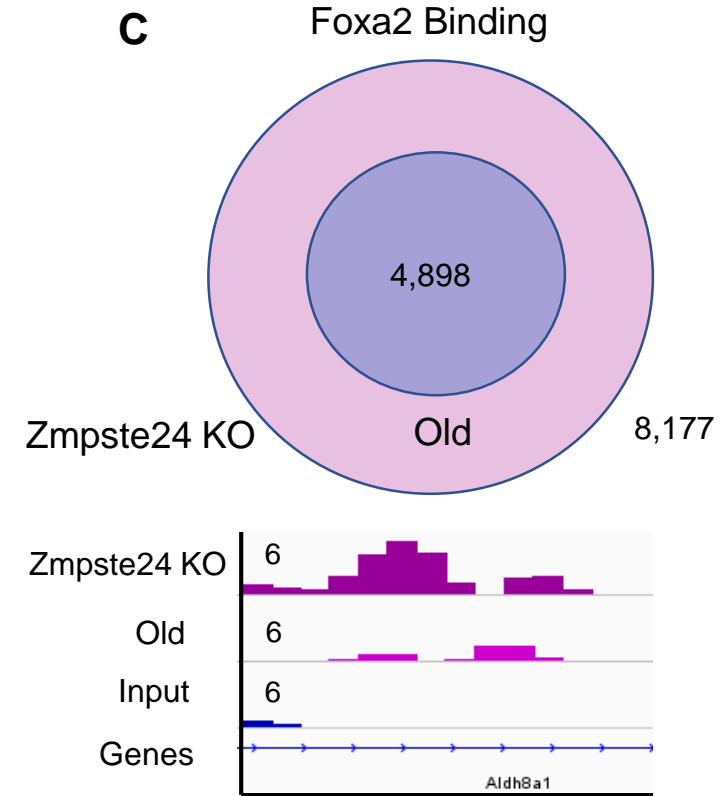

## ChEA 2016

| Index                                                                              | Name                                      | P-value    |
|------------------------------------------------------------------------------------|-------------------------------------------|------------|
|  1 | RXR_22158963_ChIP-Seq_LIVER_Mouse         | 7.334e-19  |
|  2 | LXR_22158963_ChIP-Seq_LIVER_Mouse         | 7.334e-19  |
| 3                                                                                  | CLOCK_20551151_ChIP-Seq_293T_Human        | 4.009e-9   |
| 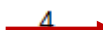 4 | PPARA_22158963_ChIP-Seq_LIVER_Mouse       | 4.785e-11  |
| 5                                                                                  | MYB_21317192_ChIP-Seq_ERMVYB_Mouse        | 8.331e-7   |
| 6                                                                                  | ESR2_21235772_ChIP-Seq_MCF-7_Human        | 0.00005844 |
| 7                                                                                  | RELA_24523406_ChIP-Seq_FIBROSARCOMA_Human | 0.00001207 |
| 8                                                                                  | SALL1_21062744_ChIP-Seq_HESCs_Human       | 0.003695   |
| 9                                                                                  | ESR1_21235772_ChIP-Seq_MCF-7_Human        | 0.004061   |
| 10                                                                                 | KDM2B_26808549_ChIP-Seq_SUP-B15_Human     | 0.00002989 |

## WikiPathways 2016

| Index                                                                                | Name                                             | P-value  |
|--------------------------------------------------------------------------------------|--------------------------------------------------|----------|
| 1                                                                                    | Translation Factors_Homo sapiens_WP107           | 0.002643 |
| 2                                                                                    | mRNA processing_Mus musculus_WP310               | 0.003746 |
|  3   | Adipogenesis genes_Mus musculus_WP447            | 0.002928 |
| 4                                                                                    | Fluoropyrimidine Activity_Homo sapiens_WP1601    | 0.003270 |
| 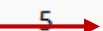 5 | Adipogenesis_Homo sapiens_WP236                  | 0.003221 |
| 6                                                                                    | NRF2 pathway_Homo sapiens_WP2884                 | 0.006461 |
| 7                                                                                    | Spinal Cord Injury_Homo sapiens_WP2431           | 0.007287 |
| 8                                                                                    | mRNA Processing_Homo sapiens_WP411               | 0.01025  |
| 9                                                                                    | Spinal Cord Injury_Mus musculus_WP2432           | 0.009531 |
| 10                                                                                   | Neural Crest Differentiation_Homo sapiens_WP2064 | 0.01206  |

## NCI-Nature 2016

| Index                                                                                 | Name                                                                                                    | P-value   |
|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|-----------|
|  1 | FOXN1 transcription factor network_Homo sapiens_c51cda49-6192-11e5-8ac5-06603eb7f303                    | 0.0008760 |
|  2 | FOXA1 transcription factor network_Homo sapiens_aa3927b7-6192-11e5-8ac5-06603eb7f303                    | 0.001360  |
| 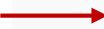 3 | FOXA2 and FOXA3 transcription factor networks_Homo sapiens_b6933be8-6192-11e5-8ac5-06603eb7f303         | 0.009984  |
| 4                                                                                     | Retinoic acid receptors-mediated signaling_Homo sapiens_5797691b-6195-11e5-8ac5-06603eb7f303            | 0.01525   |
| 5                                                                                     | ALK1 signaling events_Homo sapiens_fcc72679-6186-11e5-8ac5-06603eb7f303                                 | 0.01116   |
| 6                                                                                     | Validated targets of C-MYC transcriptional repression_Homo sapiens_6bbdafa6-6196-11e5-8ac5-06603eb7f303 | 0.03074   |
| 7                                                                                     | AP-1 transcription factor network_Homo sapiens_3ce2f9c5-6189-11e5-8ac5-06603eb7f303                     | 0.04092   |

## TRANSFAC and JASPAR PWMs

| Index                                                                                    | Name                               | P-value   |
|------------------------------------------------------------------------------------------|------------------------------------|-----------|
| 1                                                                                        | NFYB (human)                       | 0.0002213 |
| 2                                                                                        | TCFAP2A (human)                    | 0.002096  |
| 3                                                                                        | NKX3-1 (human)                     | 0.01167   |
| 4                                                                                        | CRTC3 (human)                      | 0.009013  |
| 5                                                                                        | MAPK14 (human)                     | 0.01011   |
| 6                                                                                        | CREB1 (mouse)                      | 0.01039   |
| 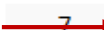 7  | RXRA (human)      Nuclear Receptor | 0.01144   |
| 8                                                                                        | XBP1 (human)                       | 0.02090   |
| 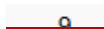 9  | RARA (human)      Nuclear Receptor | 0.02881   |
|  10 | FOXO3A (human)      Forkhead       | 0.03436   |

## Figure S2

# Supplementary material for: Changes at the nuclear lamina alter binding of pioneer factor Foxa2 in aged liver
**Source:** Aging Cell. 2018 Feb 27;17(3):e12742. doi: 10.1111/acel.12742
**Supplement:** Supplementary file 5

**Table S4** Sequencing statistics of ChIP-Seq libraries

ChIP-Seq library statistics (40 bp & 60bp single-end) showing aligned reads for H3K9me2, H3K9me3, and lamin B1 binding in young and old livers (pooled for two replicates in each condition) and Foxa2 binding in wildtype and *Zmpste24* mutants (pooled for 3 replicates in each condition). Input reads are a mix of Input from young and old wildtype livers.

* For PeakSeq analysis of Foxa2 binding, reads from *Zmpste24* KO were downsampled to 20,937,091 for comparison with WT samples

| **ChIP** | **Young** | **Old** |
| --- | --- | --- |
| **H3K9me2** | 25,443,375 | 24,238,479 |
| **H3K9me3** | 81,831,873 | 143,802,628 |
| **Lamin B1** | 88,943,202 | 59,340,254 |

| **ChIP** | **WT** | ***Zmpste24* KO** |
| --- | --- | --- |
| **Foxa2** | 20,937,091 | 31,243,764* |

| **Input** | 42,920,043 |
| --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

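Lamin B1, H3K9me3 and H3K9me2 were profiled by ChIP-Seq in livers of mice aged 3 and 21 months, with 2 replicates for each antibody and age, and Foxa2 in livers of Zmpste24 mutants and wild-type littermates aged 12 weeks, with 3 replicates per genotype. The authors aligned the reads to mm10 with BWA, removed duplicates with Picard, kept uniquely aligned reads and merged the replicates. They called lamin B1 domains with Epic and Foxa2 sites with PeakSeq against input. The methods text does not name the caller of the H3K9me3 regions. Of these data, 6 lists of called regions were used, for lamin B1 and H3K9me3 in young and old livers and for Foxa2 in both genotypes. The deposited values are genome positions, with no signal, score or value per replicate. H3K9me2 and the Foxa2 sites of old livers were not analysed here.

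The lamin B1 and Foxa2 lists were matched to their conditions by name and by the number of regions, which equals that in Figures 1d and 3a. For the H3K9me3 lists the name was the only source. Ends of the lamin B1 and H3K9me3 regions are the last base of a window of 10 kb, and all coordinates are given with the first base as 1. Depth is known from Table S4 for the merged replicates of each condition and not per replicate. The merged lists carry no replicate spread, so binomial (Wilson) intervals at 95% are given for shares where a precision is needed, and they cover counting error only.

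Regions were called shared at an overlap of at least 1 bp. Overlaps were compared with 1000 random placements of the regions on their own chromosomes, without assembly gaps of at least 100 kb. Words that represent the cores of the motifs in Figures 2d and 3e were counted on both strands, per kb in lamin B1 domains and as presence or absence in Foxa2 sites and in windows 5 kb away. Differences between sets of domains were tested with two-sided permutation tests of 100000 resamples, and shares of sites with two-sided Fisher's exact tests. Benjamini-Hochberg adjustment was applied over 6 words in the domains bound at one age only, over 12 comparisons with shared domains, and over 4 words within a set of Foxa2 sites. Genes and start sites came from GENCODE vM21 and sequence from the reference assembly GRCm38.p6. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

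The overlap, word and permutation code was tested on simulated data. Among 500 simulated unrelated lists, 5.4% had p under 0.05 with independent placement and 3.4% with a circular shift. These lists were placed by the same rule as the random placements. The result therefore checks the code and does not cover lists that share GC content or gene density. All of 400 planted overlaps were found (100%), and a mean of 49.9 of 50 planted forkhead words was recovered in 200 random sequences. The permutation test called 6.0% of 500 comparisons without a shift.

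The genes and regions named in the text are, by a rule set in advance, those that the paper names or draws for these lists, together with the longest lamin B1 domain at each age. Genes that lie in those regions or nearest to their sites are named in addition, to describe the position. Alternatives to the overlap rule, the placement, the length of domains, the consensus word, the GC content, the windows and the gene set were computed, and the settings under which a result moved or reversed are given in the closing section. HOMER, PscanChIP, GREAT and Ingenuity Pathway Analysis were not run. Replicates could not be left out, and no stricter score could be set, because the lists hold merged calls without scores.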

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

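The test of H3K9me3 sequencing depth in this part was chosen only after its result was seen.

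H3K9me3 and lamin B1 overlapped beyond chance more in old than in young livers. Compared with chance, the base pairs of H3K9me3 within lamin B1 domains had a median ratio over autosomes of 1.05 in young and 1.74 in old livers. The mean log2 difference was 0.76, with a higher ratio in old livers on 19 of 19 autosomes (two-sided permutation test by sign flips, p = 1e-05, the smallest p that 100000 resamples allow). Chromosomes are not replicates, and the test compares 1 merged list per age. This is a difference in the same measure between the ages, which the paper does not report. The age of the H3K9me3 lists is known from their names alone. In old lamin B1 domains the list named young had a ratio to chance of 0.899, against 1.97 for the list named old, which argues against an exchange of the lists. In young lamin B1 domains the list named old also had the higher ratio, 1.27 against 1.11, which points the other way. An exchange of the lists therefore stays open, and with the lists exchanged the overlap beyond chance would be higher in young livers (1.27) than in old livers (0.899). Within strata of gene density, the log2 odds ratio of overlap was still higher in old livers by 2.27, on 19 of 19 autosomes (same permutation test, p = 1e-05), close to the 2.35 without strata. Within strata of GC content the difference was 0.34, on 14 of 19 autosomes (permutation test, p = 0.022). GC content thus accounts for most of the difference by this measure and not for all of it. Sequencing depth cannot be told apart from age, since the merged old H3K9me3 replicates had 1.76 times the aligned reads of the merged young ones and there is 1 read total and 1 list per age, although the covered length was only 1.07 times as large. The unknown caller of the H3K9me3 regions and the quality of each immunoprecipitation could also differ between the ages. A change of the lamina with age stays among the open explanations and was not tested.

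Foxa2 sites of wild-type controls lay in young lamin B1 domains more often than random sites. The paper makes this comparison for Foxa2 sites of old livers and does not report it for wild-type or mutant sites. Of 4960 wild-type sites, 1760 (35.5%) had their midpoint in a young lamin B1 domain, which is 1.82 times the share of randomly placed sites (two-sided permutation test, p = 0.002, the smallest p that 1000 placements allow). Mutant sites did so in 28.0% of cases, or 1.48 times the random share. Random sites matched on gene density of 100 kb bins left a ratio of 1.51, and random sites matched on GC content left 1.46 (permutation test, p = 0.002 for each). Among the 4626 sites with less than 50% of their bases soft-masked as repeats, the ratio to random placement was 1.84. Gene density, GC content and repeats, each taken alone, therefore do not account for the whole excess. Their combination and the accessibility of chromatin were not tested, and either may contribute to the ratio of 1.46 that is left. Among young domains, the excess came from those that are also bound in old livers, where the ratio was 2.01. In domains bound only in young livers, wild-type sites were no more frequent than random sites (0.919 times, permutation test, p = 0.31).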

How the results depend on the processing

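In all, 17 results were recomputed under 55 alternatives, of which 52 were set before the data were examined and 3 were chosen after seeing the data. Direction and side of the threshold, or the size of a count within 1.5 times, were the same in 41 of these, while 7 counts moved by more than that, 6 values reversed and 1 became weaker. No paired analysis was possible because the replicates of each condition were merged into 1 list. Leaving out replicates was not possible for the same reason. A stricter score threshold could not be set, because the lists hold no scores, and filters on length were used instead. Merging domains closer than 30 kb changed nothing, since no pair of domains lies that close, and it says nothing about stability.

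The overlap rule and the filters on length moved the shared counts most, the overlap rule for lamin B1 and the filters on length for H3K9me3 and Foxa2. With a reciprocal overlap of at least 50%, 312 lamin B1 domains and 707 H3K9me3 regions were shared. Among regions longer than the median, 527 H3K9me3 regions were shared between the ages, and among the wider Foxa2 sites 167. These counts fell in part by construction, since fewer regions enter, and all of them stayed above random placement. Shared wild-type Foxa2 sites had a median width of 0.680 kb, against 1.025 kb for wild-type-only sites, and whether this lowered the count of wider sites was not tested. When an H3K9me3 region had to lie wholly inside a lamin B1 domain, 250 young domains (permutation test, p = 0.060) and 638 old domains (p = 0.002) qualified, fewer by construction. With the longer H3K9me3 regions alone, 527 young domains overlapped one (permutation test, p = 0.24). The excess over chance in young livers therefore depended on the setting, with p between 0.002 and 0.24 in the permutation tests, whereas the excess in old livers had p = 0.002 in each of them.

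The higher frequency of the forkhead core in young-only lamin B1 domains reversed in sign in both settings that take base composition into account. With GC content in a linear fit the difference was -0.00621 per kb (permutation test, p = 0.12), and relative to the other letter orders of the core it was -0.0786 (p = 1e-05). The cause was not tested further in this part. The difference kept its direction with the degenerate core, without soft-masked repeats and in base pairs covered at one age only. The difference in GC content between the sets kept its direction under each of its alternatives, from -5.97 to -5.50 percentage points.

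The share of domains 5 to 500 kb from a start site depended on the point from which the distance was taken. Measured from the nearest edge of the domain it was 7.82% in young and 1.78% in old livers, still below random placement, in place of 76.7% and 77.0% from the midpoint. Relative to random placement, the share reversed with protein-coding genes alone, to 81.1% in young livers (permutation test, p = 0.48) and 87.2% in old livers (p = 0.002). For domains bound at one age only, a setting chosen after seeing the data, it reversed to 86.5% in young livers (permutation test, p = 0.054) and was weaker in old livers, at 79.4% (p = 0.074). The cause was not tested. The odds ratio for Foxa2 sites in H3K9me3 regions, mutant-only to wild-type-only, was 1.13 with young regions and reversed to 0.919 with old regions (Fisher's exact test, p = 0.079), and the cause was not tested. The other results on Foxa2 sites, on covered length and on the number of closest genes were the same under each of their alternatives.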

Differences from the paper's values

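Counts within 1.5 times the paper's value are left out of this part, such as 1122 shared lamin B1 domains against 1022 in the paper. The paper reports 5276 H3K9me3 regions in young and 4579 in old livers, and the lists used here hold 2784 and 2496. No alternative changes these numbers. For regions shared between the ages the paper reports 2588, and 1461 were found here. None of the alternatives set before the data were examined closed the gap, with 1392 regions at an overlap of at least 50% of the shorter region, 1441 counted from the old list, and fewer in the other settings that changed the count.

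The paper maps mutant Foxa2 sites to 2293 genes, while 6754 genes were closest to these sites here. The alternatives set before the data were examined gave 5054 genes with protein-coding genes alone, 5829 for mutant-only sites and 5641 within 50 kb, and none of them closed the gap.

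The paper states that lamin B1 sites shared between the ages resemble young sites in their sequence profile. Here the densities of all 6 cores were closer to the old-only domains, with a forkhead ratio of 0.958 to old-only and 0.804 to young-only domains. The paper describes lamina-associated domains as rich in A/T, citing earlier work. The young domains had a GC content of 44.1% and the old domains 45.9%, against 41.7% for the genome, and the domains bound only in young livers had a mean of 39.0%.

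Figure 2a shows a region on chromosome 15 as bound only in young livers, in which no domain of either age is called in the lists. The regions shown as bound exclusively in old livers lie in old domains that overlap young domains elsewhere, and in the region on chromosome 4 a young domain covers 7.64%. The middle region of Figure 3c has no called Foxa2 site in mutants or controls. Motifs for GATA and Sox factors are reported for mutant-only Foxa2 sites. Their cores were not more frequent there than in windows 5 kb downstream, with odds ratios of 1.03 (adjusted p = 0.53) and 1.02 (adjusted p = 0.54) in Fisher's exact test. The measures differ, since the paper scanned weight matrices with PscanChIP. Here a short core counted anywhere in a site, and 48.1% (GATA) and 29.8% (Sox) of the windows already contained it. A weaker enrichment could therefore be missed. Compared with wild-type-only sites, the mutant-only sites had the GATA core more often, at 48.8% against 43.5% (odds ratio 1.24, Fisher's exact test, adjusted p = 7.4e-07 over 8 tests), which goes in the direction of the paper, and the windows beside them differed in the same direction, at 48.1% against 45.6%. For Sox that odds ratio was 0.987 (Fisher's exact test, adjusted p = 0.77). Against sites called in both genotypes, the odds ratios of the mutant-only sites were 1.82 for GATA and 1.37 for Sox (Fisher's exact test, adjusted p = 4.5e-22 and 6.1e-06). Those shared sites were narrower, with a median width of 0.623 kb against 0.939 kb. The windows beside the sites differed likewise, at 48.1% against 33.2% for GATA and 29.8% against 22.1% for Sox.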

Other observations

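The tests of lamin B1 sequencing depth and of the X chromosome in this part were chosen only after the result was seen.

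Lamin B1 covered 930 Mb in old and 466 Mb in young livers at a similar number of domains. Deeper sequencing would be a candidate explanation, but the merged old replicates had 0.667 times the aligned reads of the merged young ones. Differences in the efficiency of the immunoprecipitation, which may broaden domains, and a change of the lamina with age stay open, and neither was tested.

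As a whole, the domains held more genes and more GC than the genome, with 2.12 times as many protein-coding start sites as random placement in the shared young domains and 0.735 times as many in the domains bound only in young livers. No explanation was tested for this.

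The forkhead core was more frequent in young-only than in old-only lamin B1 domains. A candidate explanation is the A/T content of the domains, and with GC content in the fit the difference was -0.00621 per kb (permutation test, p = 0.12), so that no excess was left. The sets share little of their range of GC content, so this value depends on the fit being linear. A related explanation is the base composition of the core itself. TGTTTAC ranked 167th among its 210 letter orders by the ratio of young-only to old-only density. Its ratio in this ranking was 1.21 against a median of 1.31, so most rearrangements without the forkhead order were enriched more. The ratio of the mean densities per domain, computed apart from the ranking, was 1.19. Both tests are consistent with base composition as the source of the excess of this core, and they do not address longer motifs found de novo. The hypothesis was formed and tested on the same lists.

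Mutant-only Foxa2 sites lay in young lamin B1 domains less often than wild-type-only sites, at 26.0% against 34.6% (odds ratio 0.667, two-sided Fisher's exact test, p = 1.6e-19), although both exceeded random placement, at 1.38 and 1.78 times the random share. Within strata of gene density the odds ratio was 0.787 (Mantel-Haenszel chi-square test, p = 3.7e-07) and within strata of GC content 0.817 (p = 1.4e-05). Each explains part of the difference and not all of it. The gap was not confined to young domains. In old lamin B1 domains the shares were 44.9% for mutant-only and 61.1% for wild-type-only sites, or 1.20 and 1.59 times the random share. In domains bound only in old livers the shares were 11.1% and 13.8%. Mutant-only and wild-type-only sites were not tested against each other in old domains. In domains bound only in young livers, mutant-only sites were slightly more frequent than random sites (3.83%, 1.14 times, permutation test, p = 0.026) and wild-type-only sites were not (0.954 times, p = 0.63). The difference between these ratios was not tested. An effect of genotype on the position of Foxa2 sites stays open, as does the combination of gene density and GC content.

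Most Foxa2 sites were called in only one genotype. For calls spread without regard to sequence, the forkhead core would be no more frequent in sites than in windows 5 kb away. In the wild-type-only sites, however, its odds ratio was 1.82 (Fisher's exact test, p = 1.6e-21). For mutant-only sites it was 1.59 (Fisher's exact test, p = 2.8e-23). Calls spread without regard to sequence therefore do not account for either set as a whole. The windows were not matched to the sites in accessibility of chromatin, so the test cannot exclude calls without Foxa2 binding at accessible sites. Both ratios were below the 6.59 of shared sites, so a part of each set could still be calls without binding. At Aldh8a1, a gene of Figure S1, wild-type and mutant livers have separate intronic sites, from 21378314 to 21379005 and from 21387692 to 21388412 on chromosome 10. Tmem2, named Cemip2 in the annotation, has a wild-type site from 21783781 to 21784363 and mutant sites from 21814514 to 21814895 and from 21817696 to 21819095 on chromosome 19.

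Few regions lie on the X chromosome. A property of lamin B1 alone would leave the H3K9me3 regions at the 6.20% that the length of X predicts, but 0.0718% of young H3K9me3 regions lie there. The single X chromosome of males could lower the signal in every list, and the mutant Foxa2 list had 1.49% of its sites on X. No list comes from females, so this cannot be told apart from a filter in the calling of the regions.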
